A study of Homo sapiens with 4 samples. Its data were reported in "SMARCA4 promotes lineage plasticity and enzalutamide resistance in prostate cancer by regulating PROX1 via H3K27 acetylation" (2026).

How the data were processed

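RNA-seq was performed on LNCaP cells, a human prostate cancer line that depends on androgens, and on LN-35 cells, an LNCaP subline that the study selected for growth in the antiandrogen drug enzalutamide. Each group held 2 libraries, and the groups were taken from the library labels. Per the labels, total RNA was extracted with TRIzol and libraries were made with the NEBNext Ultra RNA kit. The labels do not say whether the libraries of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The labels describe 1 growth medium with serum for both lines, whereas the study's methods describe adaptation of the resistant cells to charcoal-stripped serum. Whether enzalutamide was in the medium at harvest is not given in the sources used here.

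The authors deposited 1 table with an estimated count per gene for 20332 genes, not scaled between libraries, made by aligning reads and counting them per gene. Their processing notes name HISAT2 2.0.5, featureCounts 1.5.0-p3 and the hg38 genome. Between 11.49% and 12.0% of the values in a library were not whole numbers. featureCounts gives whole counts by default, so the step that made the fractions is not given in the sources used here. Fractions of this kind can arise when a read that fits several genes is divided between them, so values of gene families with shared sequence are uncertain. No use of strand is stated, so reads of a gene and of an antisense or overlapping partner cannot be told apart. The estimated counts were rounded to whole numbers before testing. Symbols were found for 20304 of the gene identifiers, and 51 identifiers shared a symbol with another. Coordinates are from GENCODE release 29 on GRCh38, the same assembly as hg38. In that annotation 19736 of the genes are protein coding, so few noncoding RNAs were measured.

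The library totals were 15333730 and 13598464 counts for LNCaP replicates 1 and 2, and 12225205 and 12892085 counts for LN-35 replicates 1 and 2. The floor for a group without counts was set at 3 counts over its 2 libraries, which came to 0.101 CPM (counts per 1e6 counts) in LNCaP and 0.123 CPM in LN-35. Where a group had no counts, the fold is given as a lower bound against that floor. Where a group had 1 to 3 counts, the ratio of normalized counts is given with an exact 95% counting interval. Reads carried no molecular identifiers, so floors and counting intervals cover counting error only.

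Genes were kept by filterByExpr with its default minimum count of 10, which left 13744 genes. Library sizes were scaled with TMM factors. The groups were compared with edgeR's two-sided quasi-likelihood test (glmQLFit with robust=TRUE, glmQLFTest, design ~ group), and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Levels are TMM-normalized counts scaled to CPM, given as mean ± SD. Log2 fold changes are LN-35 over LNCaP, with a standard error (SE) from the same fit. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

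Before the data were examined, 28 gene lists were written from textbook knowledge, and the tests, alternatives and the rule for named genes were fixed. 1 of the lists and some single genes are not reported here. The others were luminal and basal epithelial markers, neuroendocrine markers, neuroendocrine and neural transcription factors, stem-cell markers, epithelial-mesenchymal transition genes, SWI/SNF subunits, the H3K27 methylation machinery, histone acetylases with deacetylases and bromodomain readers, S phase genes, G2/M phase genes, DNA damage repair genes, steroid hormone metabolism enzymes, steroid receptors with glucocorticoid targets, cholesterol synthesis with SREBP targets, the unfolded protein and integrated stress response, hypoxia with glycolysis, the interferon response, the Wnt pathway, synaptic vesicle and axon genes, and lists of other cell types and of RNA quality. The last kind held fibroblast, leukocyte and endothelial markers, markers of other prostate cancer lines, mitochondrially encoded genes, replication-dependent histone genes and ribosomal protein genes. Members removed by the filter on low counts were not tested, and counts of members are over the tested ones. Lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 28 lists. The same test with an estimated correlation and fry, which asks whether a list's genes move on balance in 1 direction, were run beside it. Named genes were the genes that the study is about, the 8 protein-coding genes with the largest rise and the 8 with the largest fall among called genes with a mean of at least 10 CPM, and in each list up to 2 called members per direction with the smallest adjusted p.

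The labels give each group a repeat 1 and a repeat 2 under a batch tag, which may pair the replicates. The main design left the pairing out, as fixed beforehand, so the printed levels, SEs and p-values do not use it, and a fit with the replicate as a block was run as an alternative. The differences between replicates 1 and 2 did not run together in the groups (Pearson r = 0.008 across 13744 genes, which are not independent replicates, and r = -0.047 among genes above 32 CPM). Each repeat holds a single library per group, so no test within a repeat was possible. Replicates of a group differed by more than sampling noise, with a chi-square per gene of 6.36 in LNCaP and 3.42 in LN-35. The libraries of a group are therefore not copies of each other, but repeat preparations of 1 culture would differ in this way too.

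The alternatives were DESeq2 size factors, upper-quartile factors and library totals alone in place of TMM, DESeq2's Wald test, limma-voom, the quasi-likelihood fit with robust=FALSE, other filters on low counts, a replicate block, each library left out in turn, and a test against a log2 fold change of 0.58. Leaving out the mitochondrially encoded genes was added after seeing the data. The main test was checked on simulated counts with the LNCaP means for both groups, the library sizes of this comparison and 13744 genes. Far fewer genes were changed than in the data, all drawn from genes above 1 CPM in LNCaP. The recovery therefore does not cover genes below that level, such as *PROX1*, *POU5F1*, *CHGA* and *SYP*. The test recovered 72% of genes changed by 0.58 on the log2 scale, 86% at 1, 96% at 2 and 100% at 4, with 50 genes at each size. It called 12 of 12476 unchanged genes, 6.3% of its calls. With 2 libraries per group, no permutation of the samples can reach a share under 0.333, so no permutation test was made. Chromatin data of the study were not analysed here.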

Results

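The data comprised the transcriptomes of parental LNCaP cells (2 libraries) and of the enzalutamide-resistant subline LN-35 (2 libraries). The comparison asked which genes and lineage programs differ between the drug-sensitive parent and the subline obtained at the end of dose escalation. Library totals were 15333730 and 13598464 estimated counts for LNCaP and 12225205 and 12892085 for LN-35, over 20332 genes.

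LN-35 cells had gained transcripts of neuroendocrine cells, and the prostate epithelial transcripts *KLK3* and *TMPRSS2* had fallen. Luminal epithelial markers as a list, given below, were not called (camera adjusted p = 0.113). *SYP*, which encodes the synaptic vesicle protein synaptophysin, rose from 0.938 ± 0.11 to 47.4 ± 6.25 CPM (SD, n = 2 per group), which is 49.8-fold. *CHGA*, encoding the secretory granule protein chromogranin A, had no counts in LNCaP and 29.6 ± 5.35 CPM in LN-35, at least 292-fold higher. *KLK3*, the gene of prostate-specific antigen, was 82-fold lower in LN-35 (504 ± 22.7 against 6.14 ± 0.265 CPM), and *TMPRSS2*, a serine protease gene of prostate epithelium, was 37.6-fold lower (445 ± 16.4 against 11.8 ± 0.809 CPM).

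All 4 of these genes passed edgeR's quasi-likelihood test, with Benjamini-Hochberg adjusted p between 9.91e-24 (*KLK3*) and 1.73e-15 (*CHGA*). *ENO2*, which encodes the neuronal enolase, rose 2.33-fold (log2 fold change 1.22, SE 0.08, edgeR adjusted p = 2.28e-12). *POU5F1*, the pluripotency factor gene OCT4, was near the limit of measurement, at 0.473 ± 0.0407 CPM in LNCaP and 1.32 ± 0.727 CPM in LN-35. Its log2 fold change was 1.46 (SE 0.62, edgeR adjusted p = 0.0396). That call rested on few counts and was lost with the replicate block (adjusted p = 0.124), with DESeq2 (0.203) and without LN-35 replicate 1, where the log2 fold change was 0.77 (0.532).

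*SMARCA4* encodes the ATPase BRG1 of the SWI/SNF chromatin remodeling complex, and *PROX1* a homeobox transcription factor that the study placed downstream of it. *SMARCA4* (ENSG00000127616, chromosome 19, 10960825 to 11079426) stood at 150 ± 6.82 CPM in LNCaP and 161 ± 4.73 CPM in LN-35. The log2 fold change of 0.10 (SE 0.07, edgeR adjusted p = 0.195) did not pass the test. Its 95% interval of -0.04 to 0.25 ended at a 1.19-fold rise and covers only the spread between these libraries, which may be technical. The log2 ratios within repeats 1 and 2 were 0.09 and 0.12. *PROX1* (ENSG00000117707, chromosome 1, 213983181 to 214041502) rose from 0.103 ± 0.0565 to 1.30 ± 0.431 CPM. This corresponds to 1 and 2 counts in the LNCaP libraries and 12 and 20 in the LN-35 libraries, a ratio of 13 with a 95% counting interval of 4.06 to 66.2. The rise passed the test (log2 fold change 3.58, SE 0.81, edgeR adjusted p = 0.000396), although *PROX1* remained a low-abundance transcript in LN-35.

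**Figure D1:**
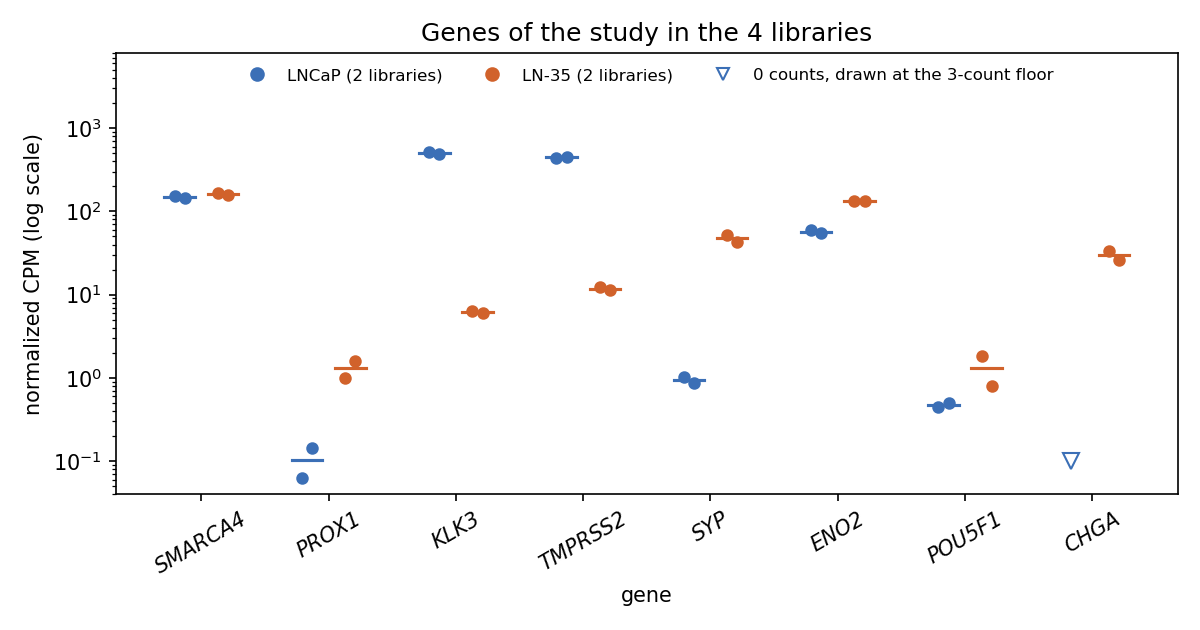
Normalized CPM (log axis) of genes of the study in the 2 LNCaP libraries (blue) and the 2 LN-35 libraries (orange), with points for libraries and bars for group means. *SMARCA4* lies at 150 and 161 CPM in the groups, *KLK3* falls from 504 to 6.14 CPM, *SYP* rises from 0.938 to 47.4 CPM, and *CHGA*, with 0 counts in LNCaP, is drawn there as a triangle at the floor of 0.101 CPM.

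Most tested neuroendocrine markers were higher in LN-35. The list held 34 markers, of which 14 had too few counts to be tested. A marker without counts in LNCaP entered the test only through its counts in LN-35, which favors rises among such markers. Of 20 tested markers, 17 rose, none fell and 3 did not pass (17 higher adjusted over the list alone), with a median log2 fold change of 4.98 (camera adjusted p = 7.10e-18, and adjusted p = 0.461 with an estimated correlation). *SRRM4*, a splicing regulator of neural exons, rose from 0.139 ± 0.107 to 284 ± 1.48 CPM, and *SV2A*, a synaptic vesicle glycoprotein gene, from 0.135 ± 0.0116 to 128 ± 6.25 CPM. Synaptic vesicle and axon genes moved the same way, with 23 of 30 higher and 4 lower (23 and 4 adjusted over the list alone, median 2.10, camera adjusted p = 1.27e-09, and adjusted p = 0.461 with an estimated correlation). The syntaxin gene *STX1A* rose 16.6-fold. *NEFH*, a neurofilament gene with 2 counts in LNCaP, reached 70.9 ± 3.06 CPM, a ratio of 1050 with a counting interval of 291 to 8700.

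The neuroendocrine and neural transcription factors did not move together. Of 16 tested, 8 rose and 8 fell (8 and 8 adjusted over the list alone, camera adjusted p = 0.92). The median (0.27) and mean (0.60) log2 fold changes were above 0, while the direction given by camera was downward. *POU3F2*, encoding the neural factor BRN2, rose 30.1-fold. *REST*, a repressor of neuronal genes, rose 2.42-fold. *HES6* and *MYT1*, both active in neuronal differentiation, were 25.7-fold and 21.8-fold lower.

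The tested stem-cell markers and epithelial-mesenchymal transition genes were mostly higher in LN-35. Too few counts left 13 of 26 stem-cell markers and 10 of 28 transition genes untested. Of the 13 tested stem-cell markers, 11 rose and 1 fell (11 and 2 adjusted over the list alone, median 2.01, camera adjusted p = 0.00197, and adjusted p = 0.461 with an estimated correlation). The zinc finger factor gene *KLF5* rose 34.6-fold, and *CD44*, a hyaluronan receptor gene, went from 3 counts in LNCaP to 78.1 ± 3.75 CPM, a ratio of 772 with a counting interval of 264 to 3750. The aldehyde dehydrogenase gene *ALDH1A3* was 59.1-fold lower. Of 18 tested transition genes, 14 rose and 3 fell (14 and 3 adjusted over the list alone, median 2.06, camera adjusted p = 0.0394, and adjusted p = 0.461 with an estimated correlation). The integrin gene *ITGA5* rose 8.7-fold and the matrix gene *TNC* 21.2-fold. *FN1*, which encodes fibronectin, was 9.3-fold lower, and the transcription factor gene *SNAI2* had no counts in LN-35, at least 26-fold lower. The camera call of the transition genes was also lost without LN-35 replicate 1 (0.0945) or replicate 2 (0.0927).

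Luminal epithelial markers were more often lower, with 13 of 21 lower and 6 higher (13 and 6 adjusted over the list alone, median -0.52, camera adjusted p = 0.113). *GATA2* was 5.55-fold lower and *ACP3*, the gene of prostatic acid phosphatase, 29.6-fold lower. In contrast, the keratin gene *KRT8* rose by 0.97 on the log2 scale. Among 13 tested basal markers, 4 were higher and 7 lower (4 and 7 adjusted over the list alone, median -1.54, camera adjusted p = 0.0645). *ITGA6* and *JAG1* were 17.7-fold and 22.5-fold lower. The plakin gene *DST* rose 4.85-fold, and *CD44*, given above as a stem-cell marker, rose to 78.1 ± 3.75 CPM.

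**Figure D2:**
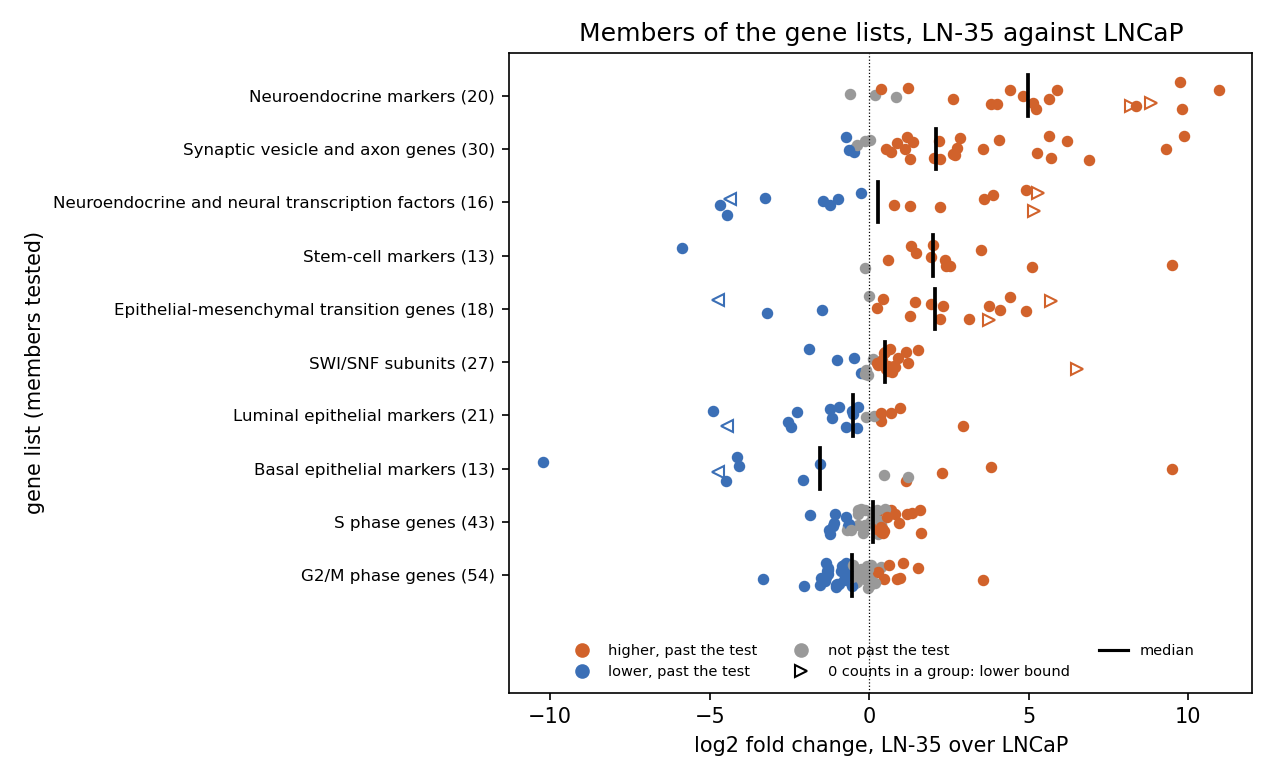
Log2 fold change of LN-35 over LNCaP (horizontal axis) for each tested member of 10 gene lists (rows, with the number tested), colored by call, with black bars for medians and open triangles for lower bounds where a group had 0 counts. Neuroendocrine markers have a median of 4.98 and G2/M genes have a median of -0.53.

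SWI/SNF subunits other than *SMARCA4* were largely higher. Of 27 tested subunits, 19 rose, 4 fell and 4 did not pass (19 and 4 adjusted over the list alone), with a median log2 fold change of 0.50. *SMARCA2*, the alternative ATPase BRM, rose 2.89-fold (46.8 ± 0.119 to 135 ± 4.68 CPM) and the core subunit gene *SMARCC1* 2.29-fold. *SMARCE1* and *SS18L1* were 1.4-fold and 2.03-fold lower. The camera adjusted p of this list was 0.0645, 0.0396 with the replicate block, 0.0298 and 0.0271 without LNCaP replicate 1 or 2, 0.0991 and 0.0927 without LN-35 replicate 1 or 2, and adjusted p = 0.461 with an estimated correlation. The H3K27 methylation machinery showed no common direction, with 6 of 15 members higher and 5 lower (6 and 5 adjusted over the list alone, camera adjusted p = 0.663, downward, with median 0.05, or -0.03 with library totals alone, and mean 0.08). *KDM6A*, an H3K27 demethylase gene, was 6.45-fold lower (392 ± 21.7 to 60.7 ± 3.67 CPM), and *PHF19*, a cofactor of the methylating complex PRC2, rose 5.79-fold. Among 29 histone acetylases, deacetylases and bromodomain readers, 11 were higher, 5 lower and 13 did not pass (11 and 5 adjusted over the list alone, median 0.01, or -0.06 with library totals alone, camera adjusted p = 0.82). The deacetylase genes *HDAC5* and *HDAC11* moved apart, with log2 fold changes of 1.95 (SE 0.10) and -2.14 (SE 0.18).

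Genes of the G2/M phases of the cell cycle were more often lower than higher in LN-35, with 28 of 54 lower and 8 higher (28 and 8 adjusted over the list alone, median -0.53). Camera did not call this list (adjusted p = 0.375). The mitotic kinase gene *CDK1* was 2.89-fold lower, and the chromatin protein gene *HMGB2* rose 11.8-fold. S phase genes were mixed, with 15 of 43 higher and 9 lower (13 and 9 adjusted over the list alone, camera adjusted p = 0.849). *ATAD2* rose by 1.60 on the log2 scale (SE 0.08), and *CDC6*, a replication licensing gene, fell by 1.85 (SE 0.15). DNA damage repair genes were also mixed, with 12 of 42 higher and 14 lower (11 and 14 adjusted over the list alone, camera adjusted p = 0.611). *BARD1*, a binding partner of the BRCA1 protein, fell by 4.42 on the log2 scale (SE 0.14).

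Steroid metabolism was lower in most measured enzymes, with 9 of 14 lower and 2 higher (9 and 2 adjusted over the list alone, median -0.75, camera adjusted p = 0.0645, but 0.0451 without LNCaP replicate 2). *UGT2B17*, which glucuronidates androgens, had 28.1 ± 3.58 CPM in LNCaP and no counts in LN-35, at least 229-fold lower, although this family shares sequence and its counts are uncertain. Steroid receptors and glucocorticoid targets had 10 of 16 members higher and 6 lower (10 and 6 adjusted over the list alone, median 0.83, mean 0.10, camera adjusted p = 0.0381, and adjusted p = 0.461 with an estimated correlation). *ERRFI1*, a feedback inhibitor of EGFR, rose 13.2-fold to 1330 ± 16.9 CPM, and the metallothionein gene *MT2A* fell by 3.47 on the log2 scale (SE 0.11). This call was also lost with the replicate block (adjusted p = 0.0847) and without LNCaP replicate 1 (0.0804), LNCaP replicate 2 (0.0779), LN-35 replicate 1 (0.0888) or LN-35 replicate 2 (0.0801). The unfolded protein and integrated stress response was lower in 17 of 28 genes and higher in 7 (17 and 7 adjusted over the list alone, median -0.58, camera adjusted p = 0.0476, and adjusted p = 0.461 with an estimated correlation). *PDIA4*, a protein disulfide isomerase gene, fell by 1.41 (SE 0.07), and *PPP1R15A*, which reverses the translational block of this response, rose by 2.51 (SE 0.10). The call was also lost with DESeq2 size factors (adjusted p = 0.053) and without LN-35 replicate 1 (0.113) or replicate 2 (0.112).

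The remaining pathway lists were not called by camera with all 4 libraries. Cholesterol synthesis and SREBP targets had 10 of 28 members higher and 14 lower (10 and 14 adjusted over the list alone, camera adjusted p = 0.0706, but 0.037 without LNCaP replicate 2), with *SC5D* at a log2 fold change of -1.71 (SE 0.08). Hypoxia and glycolysis genes had 5 of 20 higher and 12 lower (5 and 12 adjusted over the list alone, camera adjusted p = 0.0645), among them *BNIP3* at -2.42 (SE 0.08). Interferon response genes had 6 of 24 higher and 12 lower (6 and 12 adjusted over the list alone, camera adjusted p = 0.277), with *IRF1* at -3.92 (SE 0.27) and *BST2* at 4.81 (SE 0.40). Wnt pathway genes had 11 of 26 higher and 9 lower (11 and 9 adjusted over the list alone, camera adjusted p = 0.611, upward, with median -0.11 and mean -0.08), with the receptor gene *FZD1* at 2.70 (SE 0.10) and *WNT7B* at -1.42 (SE 0.17). *NKD1* fell from 12.4 ± 1.06 CPM in LNCaP to 1 count in LN-35, a ratio of 301 with a counting interval of 53.7 to 11900.

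Markers of other cell types and of RNA quality also moved between the groups. Of 9 tested markers of other prostate cancer lines, 7 were higher and 2 lower (7 and 2 adjusted over the list alone, median 3.75, camera adjusted p = 0.00768, and adjusted p = 0.479 with an estimated correlation). *LGALS1*, the galectin-1 gene, reached 54.3 ± 5.34 CPM. Of these 9 genes, *CD44*, *VIM* and *EGFR*, named here after their values were seen, also stand in other lists, as does *LOX* among the fibroblast markers. Fibroblast markers had 4 of 6 higher and 1 lower (4 and 1 adjusted over the list alone, camera adjusted p = 0.51), led by *DCN* at 8.04 ± 2.18 CPM. Of the leukocyte and endothelial markers, 2 each were tested, and *LCP1* (138 ± 4.34 to 5.11 ± 0.628 CPM) and *VWF* (6.09 ± 0.81 to 0.529 ± 0.277 CPM) fell, each as the only call of its list, also adjusted over the list alone. The camera adjusted p was 0.0135 for the leukocyte pair, 0.461 with an estimated correlation and 0.0511 with the replicate block, and it rose above the threshold without LNCaP replicate 1 (0.174), LNCaP replicate 2 (0.218) or LN-35 replicate 1 (0.0945). For the endothelial pair it was 0.524.

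Mitochondrially encoded genes took 9.53% and 9.39% of the counts in LNCaP and 13.8% and 14.78% in LN-35, and 10 of 13 were higher (10 adjusted over the list alone, median 0.63, camera adjusted p = 0.0381, and adjusted p = 0.693 with an estimated correlation). *MT-CO2* rose by 1.21 on the log2 scale (SE 0.08). Replication-dependent histone genes, whose transcripts mostly lack poly(A) tails, were lower in 11 of 15 and higher in none (11 adjusted over the list alone, median -1.25, camera adjusted p = 0.0476, and adjusted p = 0.544 with an estimated correlation), with *H1-2* at -3.41 (SE 0.14). The mitochondrial call was also lost without LN-35 replicate 2 (adjusted p = 0.0979), and the histone one without LNCaP replicate 1 (0.0649) or LN-35 replicate 1 (0.0888). Of 53 ribosomal protein genes, 26 were higher and 10 lower (26 and 10 adjusted over the list alone, median 0.15, camera adjusted p = 0.364, but 0.00203 without LNCaP replicate 2), with *RPS19* at 1.16 (SE 0.07) and *RPL35* at -1.01 (SE 0.08).

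Across the transcriptome, 4999 of 13744 tested genes were higher in LN-35 and 4874 lower, which is 71.8% of the tested genes. A change of at least 2-fold was seen for 2526 of the higher and 1945 of the lower genes. Among the 8 largest rises were *GPM6A*, *VSTM2A*, *CHGB*, *PNMA8A*, *PCDHA13*, *CNTN1* and *PRLR*, all with 0 counts in LNCaP. They include a neuronal membrane glycoprotein gene (*GPM6A*, 73.2 ± 2.1 CPM in LN-35, at least 725-fold higher), the secretory granule gene *CHGB* (at least 458-fold higher) and the prolactin receptor gene (*PRLR*, at least 382-fold higher). *PCDHA13* shares its last exons with the other protocadherin alpha genes, so its count is uncertain. The 8 largest falls were *PDE10A*, *OPRK1*, *RAB25*, *NLGN4X*, *PXDN*, *GRK1*, *DIO1* and *DDC*, all with 0 counts in LN-35. The phosphodiesterase gene *PDE10A* had 245 ± 15.8 CPM in LNCaP and was at least 2004-fold lower, the opioid receptor gene *OPRK1* at least 555-fold, and the epithelial GTPase gene *RAB25* at least 461-fold lower.

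The 4 libraries separated by line. Across the tested genes, log2 CPM correlated at 0.99 between the LNCaP libraries and 0.988 between the LN-35 libraries, and at 0.738 to 0.742 between the lines, where genes are not independent replicates. The first principal component held 96% of the variance and separated the lines. The biological coefficient of variation between replicates was 6.7%, so differences well under 2-fold passed the test. When the test asked for a log2 fold change above 0.58 rather than above 0, 2920 genes were higher and 2461 lower.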

Values the study reported

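In the study, resistance was built up stepwise. LNCaP cells were first exposed to 5 μM enzalutamide, and 10 generations were grown before the dose went to 10 μM. The last dose was 35 μM.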

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

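The test against a log2 fold change of 0.58 called 2920 genes higher and 2461 lower, because it asks for larger changes. Under all other alternatives the counts stayed within 1.5 times the main ones, including leaving out each library (4523 to 4867 higher, 4416 to 4692 lower), DESeq2 (4482 and 4107) and the mitochondrial genes left out (5029 and 4842, chosen after seeing the data). A library left alone in its group was assumed to vary like the other group. With library totals alone, 45.8% of the calls were higher, against 50.6%. With the replicate block, 4851 genes were higher and 4750 lower. Apart from *POU5F1* (adjusted p = 0.124) and the list calls named here or in the results, the block changed no call of a named gene or list. Single genes were not read out under the test against 0.58. Under the other alternatives *SMARCA4* did not pass (log2 fold change 0.03 to 0.15), and *PROX1* passed in each that tested it (3.10 to 4.17). It had too few counts for the filter of 1 CPM in every library of a group. Of the other named genes' alternative values, 1413 kept their direction and side of the threshold, 16 lost the call (7 of *POU5F1*, the others of *HSD17B6*, *COL5A1* and *TGFBI*) and none reversed. With an estimated correlation, none of the 28 lists was called, and the adjusted p was 0.461 for neuroendocrine markers, for stem-cell markers and for transition genes. With 2 libraries per group, such a correlation is poorly measured. fry, which does not compare a list with other genes, called luminal (0.0073) and basal markers (0.0112), SWI/SNF subunits (0.00207), the H3K27 methylation machinery (0.037), the acetylase and deacetylase list (0.0222), G2/M genes (0.0029), DNA damage repair genes (0.0436), steroid metabolism enzymes (0.00207), hypoxia genes (0.00207), interferon genes (0.0231), Wnt genes (0.00803), fibroblast markers (0.00803) and endothelial markers (0.0436), none of which camera called. Without members shared with other lists, among them *CD44*, camera called luminal (0.0265) and basal markers (0.0242), and the 1 CPM filter gave 0.048 for basal markers. SWI/SNF subunits passed with the replicate block (0.0396) and ranged from 0.0271 to 0.0991 without single libraries. Without LNCaP replicate 2, steroid metabolism (0.0451), cholesterol (0.037) and ribosomal protein genes (0.00203) were also called. Transition genes ranged from 0.0354 to 0.0945 when each library was left out in turn. Neural transcription factors, not called, turned upward with fry (0.547), the replicate block (0.99) and without either LNCaP library (0.803 to 0.975 over all 4 libraries left out in turn). The mean between-group correlation of 0.740 became -0.587 over the 500 most variable genes, which are chosen for differing between libraries, and 0.692 with a prior count of 0.5. The within-group mean became 0.984 and 0.983. Unless stated here, the cause was not tested.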

Other observations

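The scan of gene families and the test of whether *SMARCA4* had too few counts were chosen after the results were seen, as were *HOXA13*, *HOXA10*, *HOXA2*, *SYT4*, *UNC13A*, *PCDHA10*, *PCDHB5*, *HOXB13* and *FOLH1*. Genes of the HOXA cluster, which pattern the body axis, were higher in LN-35. Of 11 tested members 10 rose and none fell, with a median log2 fold change of 4.88 (4.22 with *HOXA2*, at 0 counts in LNCaP, at its bound). *HOXA13* went from 1 count in LNCaP to 40.6 ± 1.86 CPM in LN-35, a ratio of 1200 with a counting interval of 216 to 47600, and *HOXA10* rose 8.09-fold to 60.4 ± 1.3 CPM. Of the clustered protocadherins, cell-surface proteins of neurons, 13 of 13 alpha and 13 of 15 beta genes were higher, *PCDHA10* rising to 61.3 ± 5.8 CPM and *PCDHB5* falling by 3.81 on the log2 scale. The gamma A genes were mixed, with 8 of 12 higher and 2 lower, and were not called (median 1.15, camera adjusted p = 0.804). Members of each cluster resemble one another in sequence, so their single values are uncertain. The alpha genes also share their last exons, so the 13 were not independent measurements. This weakens both their count and their camera p-value given below.

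Synaptotagmins, a family that includes calcium sensors of vesicle release, were higher in 10 of 11 members and lower in none, with *SYT4* rising from 38.5 ± 0.695 to 537 ± 3.05 CPM. *UNC13A*, which primes synaptic vesicles, rose from 1.59 ± 0.184 to 357 ± 0.304 CPM. Among 253 families of at least 8 tested genes with a shared symbol root, 5 passed camera, and all 5 were upward. They were protocadherin alpha (adjusted p = 3.08e-05), HOXA (0.00164), UNC (0.00164, a root shared by unrelated genes), synaptotagmins (0.00307) and protocadherin beta (0.0255). None passed with an estimated correlation (adjusted p = 0.994 for each). The upward direction held under all scalings tried.

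A change of at least 2-fold was found for 32.5% of the tested genes. A curve of GC content and gene length explained 0.739% of the variance of the log2 fold changes (bootstrap range 0.523 to 1.19). Windows of 10 Mb of the genome explained 4.63% beyond shuffled genes (4.27 to 4.99). The latter range reflects the spread of the shuffled values alone, not the uncertainty of the 4.63%. Neither the curve nor the windows explained most of this variance, which is weighted to the largest changes, so smaller shifts by copy number were not excluded. Position did play a part, since windows explained 6.83%, against at most 2.84% in shuffled genes. Chromosome 7, which carries the HOXA cluster, had a median log2 fold change of 0.47, and the other chromosomes lay between -0.28 and 0.19. Whether copy number lies behind this was not tested. A line of another origin in place of LN-35 was tested with *ETV1*, which LNCaP overexpresses from a rearranged locus. *ETV1* was 1.98-fold lower in LN-35 (log2 fold change -0.98, interval -1.2 to -0.77) but still stood at 49.8 ± 3.77 CPM. This fall was smaller than the loss set beforehand for another origin, which argues only against a line without high *ETV1*. *HOXB13* at 96.4 and *FOLH1* at 1360 CPM in LN-35 were picked after their values were seen and decide nothing about origin. Other prostate transcripts fell, *KLK3* 82-fold and *TMPRSS2* 37.6-fold. A line with its own high *ETV1* was not excluded, because no sequence variants were read. Selection, and possibly the drug and the serum at harvest, differ between the groups together and were not tested apart.

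The study described *SMARCA4* mRNA and protein as raised in resistant cells, with *GAPDH* as the reference of the mRNA assay. Here the *SMARCA4* log2 fold change had an upper 95% bound of 0.25, which argues against too few counts in these libraries to see a rise of 1.49-fold. *GAPDH* fell by 0.35 on the log2 scale (SE 0.07), and *SMARCA4* relative to *GAPDH* was 0.45 higher (approximate 95% interval 0.26 to 0.65). Part of a difference between the mRNA assays may therefore come from the reference gene, which says nothing about the protein, not measured here. Since that interval includes 0.58, the size set beforehand, whether the reference gene accounts for a rise of that size cannot be told apart from other causes.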
